A study of Mus musculus with 130 samples.

How the data were processed

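Liver RNA of 130 male mice was sequenced, per the labels. Of these, 115 libraries came from a panel of 114 strains fed 2% carbonyl iron. The other 15 came from a diet study in C57BL/6J mice, with 5 diets and 3 mice per diet. The labels name a stranded mRNA library kit and give total RNA from a piece of the large liver lobe. They give no batch or date, and neither they nor the file headers name an aligner, a quantifier or the strand used in counting.

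The deposited tables hold expected counts per gene, with one column per mouse and no normalization, judged from the values, since part of them are not whole numbers and the column sums differ. The authors also deposited TPM for the same genes and mice, named as such by the tables. The TPM columns summed to 1000000 in the diet study and to between 994110 and 997300 in the panel. Genes carry Ensembl identifiers. The name of the panel tables points to Ensembl release 97, while no release is stated for the diet tables. The design written in advance assumed whole counts, so the expected counts were rounded to whole numbers before any count test. Symbols came from the GENCODE M21 annotation of GRCm38, which matched 34845 of 35274 identifiers in the diet table and 35612 of 35711 in the panel table. All coordinates are those of that annotation, counted from 1. The 2 studies were never pooled in a test, because they were processed into separate tables.

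Library totals ran from 10.4 to 20.4 M counts in the diet study and from 9.41 to 20.6 M in the panel, where M stands for 1000000 counts. Intervals given for shares of counts cover counting error only, since reads without molecular identifiers are not independent molecules.

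Gene tests used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM factors, the filterByExpr filter and Benjamini-Hochberg adjustment. All adjusted p-values of single genes come from this test unless another is named, all tests were two-sided, and a gene was called at an adjusted p under 0.05. The 5 diet groups were fitted together without covariates, and 6 contrasts were taken from that fit. The BXD and AXB/BXA strains were compared in a fit of those 2 families alone, with the strain as the replicate. Values are CPM scaled with TMM factors, given as mean ± SD. Log2 CPM used a prior count of 2. A difference of a single value between 2 groups of 3 mice can reach an exact two-sided permutation p of 0.1 at the smallest, so no such test was run on single values.

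Gene lists, the comparisons, the tests and the main alternatives were fixed before the data were examined. These were 32 iron genes, 20 partners of Hamp, 5 sex-linked genes and 8 lists for set tests: BMP/SMAD targets (10 genes), NRF2 targets (20), fibrosis (18), macrophage (17), acute phase (16), cholesterol synthesis (23), circadian (17) and proliferation (16). Of the 10 BMP/SMAD genes, 7 are also on the iron list. Lists of 12 genes of the exocrine pancreas, 10 lymphocyte genes and 8 erythroid genes served as checks of other cells and tissue. Lists of 17 female-biased and 15 male-biased liver genes, and 4 genes that escape X inactivation, were written after a first look at the data. Sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over all 48 tests, with fry and with an estimated correlation beside it.

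The genes named in the text followed a rule. It covers the iron list, the sex-linked genes and, for 2% iron against 50 ppm, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 1 CPM and no overlap between the groups. For each other diet contrast it gives 2 and 2, where as many existed, and for the strain families 3 and 3 without the overlap condition. Predicted genes and pseudogenes were passed over in naming, and not every gene the rule covers is named. Other genes named were chosen after their values were seen.

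Correlations with Hamp used log2 CPM of 114 strains, with the 2 mice of 129X1/SvJ averaged. Pearson's r and Spearman's rho each had a two-sided permutation p from 100000 resamples, adjusted by Benjamini-Hochberg over the relations. Partners whose strains fell into separate clusters got no pooled r. A partner counted as clustered when a 2-component mixture had an Ashman D above 3, a BIC gain over 10 and at least 3 strains in each cluster. This rule was set after the values were seen, and it covered 2 of the 20 partners. Differences between families in r were tested with 10000 permutations. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 was used, and matplotlib 3.10.9 drew the figures. Intervals of shares are Wilson 95% intervals.

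The alternatives were RLE factors, no filter, at least 10 counts in every library, a fit of the compared groups alone, DESeq2 1.42.0, and limma on log2(TPM + 1) and log2(TPM + 0.1). Others were each mouse left out in turn, other prior counts and distances, centring within families, and substrains averaged or left out. Shared control mice were handled by simulating unchanged groups 20 times and taking the same comparisons. The procedures were tested on simulated counts with 200 changed genes, chosen above a limit on mean counts. With 3 mice per group, edgeR recovered 78% of changes of 1 log2 unit with 7 false calls and 98.5% of changes of 2 log2 units with 11 false calls. In the strain families, 82% of changes of 0.5 log2 units were recovered with 8 false calls.

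No library was left out of the main results. Erfe, on the iron list, was below the filter in the diet study. Xist was not analysed here.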

Results

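Gene expression in the liver was measured in 2 sets of male mice, to ask how dietary iron changes hepatic transcripts and how strains differ on one iron-loaded diet. In the diet study, groups of 3 C57BL/6J mice received chow, a diet sufficient in iron (50 ppm), an elevated diet (500 ppm), a diet with 2% carbonyl iron (20000 ppm), or the 2% diet with cellulose as fibre. In the panel, 114 inbred strains ate chow for 4 weeks and the 2% diet for 6 weeks, with 1 mouse per strain except 129X1/SvJ, which had 2 mice. The panel held 56 BXD, 20 AXB/BXA, 4 BXH and 3 CXB recombinant inbred strains and 31 other inbred strains. Total counts ran from 10.4 to 20.4 M per library in the diet study and from 9.41 to 20.6 M in the panel. The most deeply counted library of the diet study was replicate 2 of the 500 ppm group. The summed CPM of the Y-linked Ddx3y, Uty, Eif2s3y and Kdm5d lay between 118 and 324 in 114 panel libraries. In the library labelled BXD65 it was 3.90 CPM, from 45 counts.

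The main dietary question was the effect of 2% iron against 50 ppm. Of 13560 genes tested, 2127 were called, 1155 higher and 972 lower, and 824 of them changed more than 2-fold. With the cellulose mice in place of the 2% mice, an alternative chosen after seeing the data, the count was 4026. With limma on log2(TPM + 0.1) it was 1093, 757 higher and 336 lower. Without replicate 1 of the 50 ppm group 1003 genes were called, without replicate 3 of the 2% group 1267 and without replicate 1 of that group 1370. Across the 15 diet libraries the first principal component held 48.4% of the variance and the second 6.77%. Both 2% groups lay at -61.0 to -29.4 on the first component, and the 50 ppm and chow mice at 22.6 to 42.9. Replicate 2 of the 500 ppm group lay at -0.658 and its 2 group mates at 35.1 and 37.3.

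**Figure D1:**
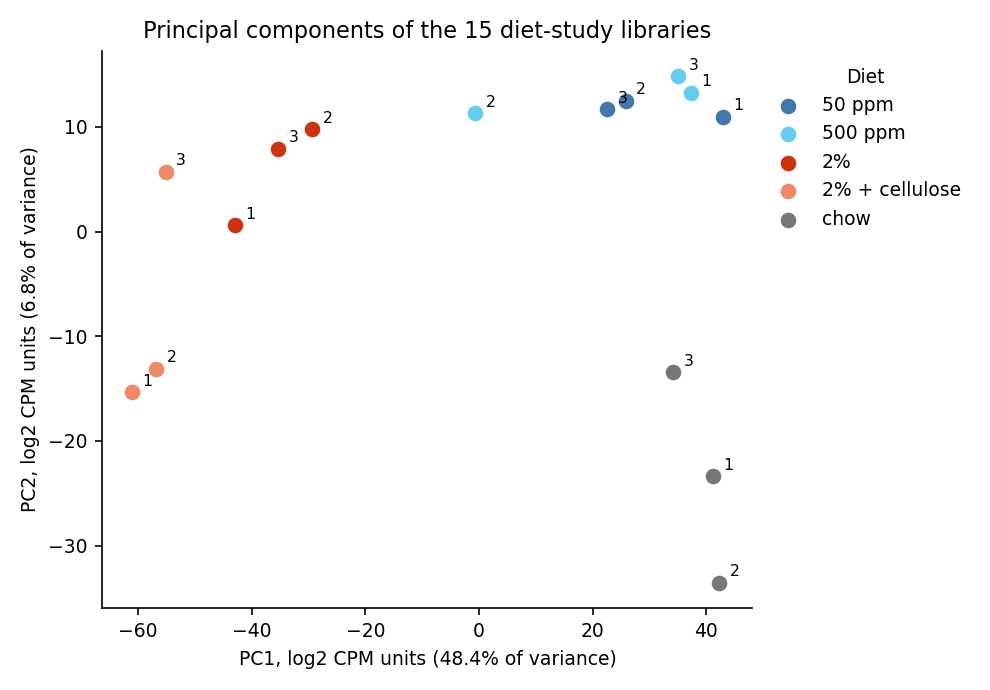
First and second principal components, in log2 CPM units, of the 15 diet-study libraries; each point is 1 mouse, numbered by replicate and coloured by diet. The 6 mice on 2% iron lie at -29.4 or below on the first component, and replicate 2 of the 500 ppm group lies at -0.658.

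Of the 32 iron genes, 31 were tested in the diet study and 18 were called in 2% iron against 50 ppm, 16 higher and 2 lower. The count adjusted over the list alone was also 18. Hamp (ENSMUSG00000050440), which encodes hepcidin, lies on chromosome 7 at 30942368 to 30944032 of GRCm38. Its expression was 728 ± 42.7 CPM (SD, n = 3) on 2% iron and 276 ± 95.4 CPM on 50 ppm, a log2 change of 1.40 (SE 0.30, adjusted p 0.00761). It was 478 ± 190 CPM on 500 ppm, 143 ± 49.3 CPM on chow and 737.7 ± 65.8 CPM on 2% iron with cellulose. Bmp6 (ENSMUSG00000039004) lies on chromosome 13 at 38345107 to 38500302. It rose from 5.81 ± 1.78 to 28.9 ± 3.38 CPM, a log2 change of 2.31 (SE 0.24, adjusted p 1.27e-04). Id1 rose by 2.67 (SE 0.65, adjusted p 0.0147), Smad7 by 2.00 (SE 0.41, adjusted p 0.00581) and Hmox1 by 2.36 (SE 0.52, adjusted p 0.00842). Ftl1 rose by 1.32 (SE 0.12, adjusted p 8.49e-05), and its reads can be shared with pseudogene copies. The other genes called higher were Lcn2, Hamp2, Atoh8, Slc40a1, Nqo1, Smad6, Hpx, Trf, Cp and Slc39a14, with log2 changes from 0.51 for Slc39a14 to 2.76 for Lcn2. Hamp2 can share reads with Hamp. Aco1 fell by 0.42 (adjusted p 0.00682) and Tmprss6 fell by 0.33 (adjusted p 0.0249). Fth1, at -0.11, and Tfrc, at 0.77, were not called, with adjusted p-values of 0.573 and 0.124. Without replicate 1 of the 50 ppm group, 6 of these calls were lost. The adjusted p-values were 0.109 for Hamp2, 0.0703 for Hpx, 0.0598 for Id1, 0.0909 for Lcn2, 0.152 for Slc39a14 and 0.119 for Tmprss6. All 6 were also lost in other fits. Hamp2 was lost without 50 ppm replicate 2 or 3 or 2% replicate 2 or 3, at 0.0508 to 0.0667. Hpx was lost without 50 ppm replicate 2 or 3 or 2% replicate 1. Slc39a14 and Tmprss6 were lost without 2% replicate 1 or 3, and without 50 ppm replicate 2 and 3 respectively. Id1 and Lcn2 were lost without 50 ppm replicate 3, and Lcn2 without 2% replicate 1. Single genes were rerun with RLE factors, DESeq2, limma on log2(TPM + 1) and the 6 fits that each left out one replicate. Over these 9 alternatives the adjusted p ranged from 0.00828 to 0.109 for Hamp2, from 0.00162 to 0.0794 for Hpx and from 0.00571 to 0.0598 for Id1. It ranged from 0.00383 to 0.0909 for Lcn2, from 0.0132 to 0.152 for Slc39a14 and from 0.00101 to 0.177 for Tmprss6.

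**Figure D2:**
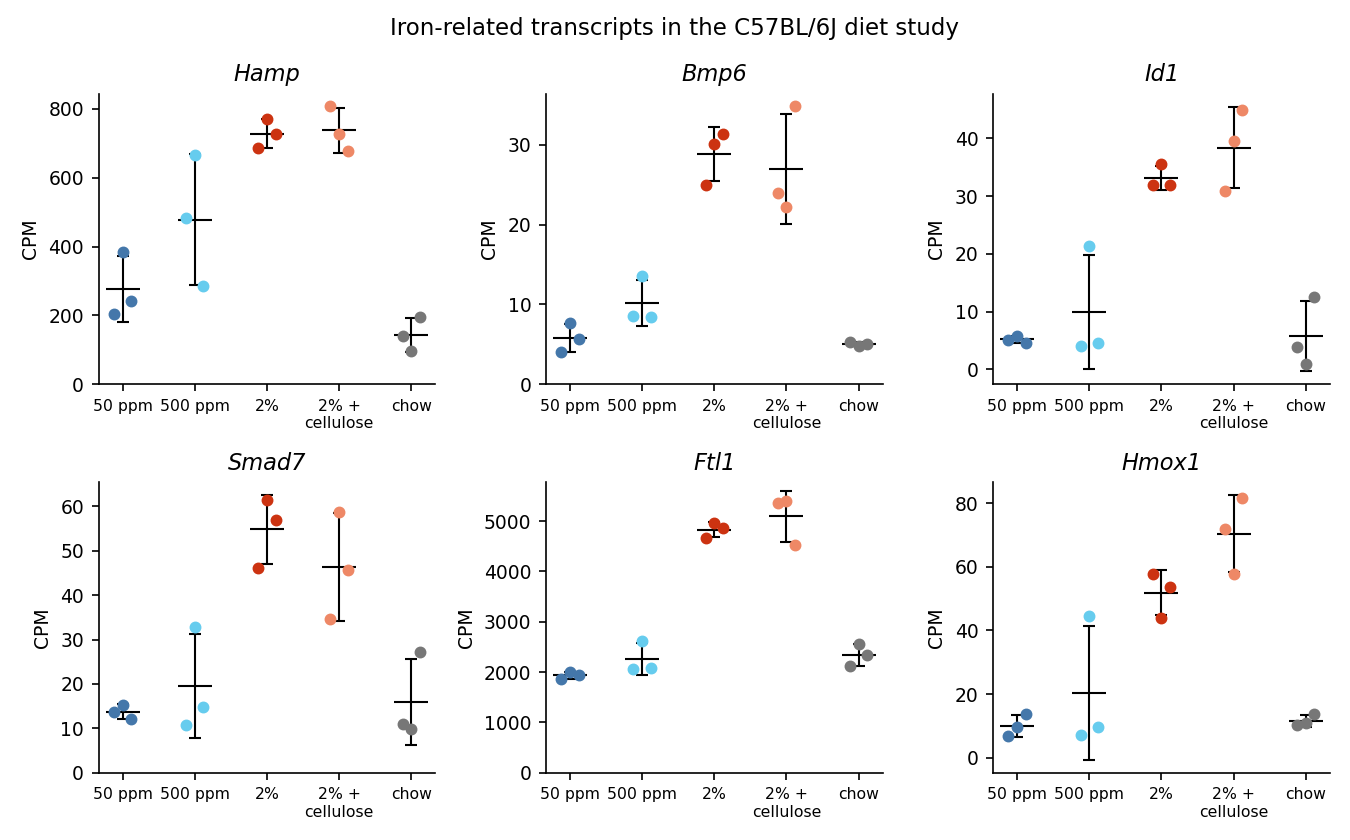
CPM of 6 iron-related transcripts in the 5 diet groups of the C57BL/6J study; points are single mice, and bars are the mean and SD of 3 mice. Hamp averaged 276 CPM on 50 ppm and 728 CPM on 2% iron, and Bmp6 5.81 and 28.9 CPM.

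Beyond the iron list, the largest rises in 2% iron against 50 ppm included Zbtb8b, which had 0 counts in all 50 ppm mice and was at least 6.95-fold higher on 2% iron. Cyp2a4 rose by 6.66 on the log2 scale (adjusted p 0.0279), Cyp2b9 by 6.56 (adjusted p 0.0145) and Cyp2b10 by 5.63 (adjusted p 0.00684). The largest falls were in major urinary protein genes, with log2 changes of -8.29 for Mup7, -7.95 for Mup17, -7.46 for Mup15, -7.41 for Mup11 and -6.62 for Mup14. They rest in part on replicate 1 of the 50 ppm group, which had 9977 CPM of Mup7 against 896 and 725 CPM in its group mates. Without it the changes were -6.04, -6.75, -6.49, -6.46 and -5.10 in the same order, and all 5 genes were still called. Mup7 ran from 5621 to 10210 CPM on chow and from 1747 to 4538 CPM on 500 ppm. Replicate 1 of the 50 ppm group thus lay within the chow range, and its group mates lay below both groups. These Mup genes and the Cyp2 genes have close paralogs, so the values of single members are uncertain. Without replicate 1 of the 50 ppm group the adjusted p was 0.106 for Cyp2a4 and 0.0691 for Cyp2b9. The call of Cyp2a4 was also lost without 50 ppm replicate 2 (0.0817) or 3 (0.0775), or 2% replicate 1 (0.0604) or 3 (0.0607). That of Cyp2b9 was also lost without 50 ppm replicate 3 (0.051). Over the alternatives run for single genes, the adjusted p ranged from 0.0280 to 0.106 for Cyp2a4 and from 6.81e-04 to 0.0691 for Cyp2b9. DESeq2 gave none for Cyp2a4.

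For 500 ppm against 50 ppm, 0 of 13560 genes were called, and 428 had an unadjusted p under 0.05. Of the iron genes, 0 were called over all genes and 0 adjusted over the list alone, while 5 had an unadjusted p under 0.05. Hamp differed by 0.79 (SE 0.30) and Bmp6 by 0.83 (SE 0.24) on the log2 scale, both with adjusted p-values of 1.

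For 2% iron against 500 ppm, 1538 genes were called, 894 higher and 644 lower. Without replicate 1 of the 500 ppm group the count was 788, and without replicate 2 of that group it was 2204. The iron list gave 9 called genes over all genes and 15 adjusted over the list alone. Hamp was 0.61 higher on the log2 scale (adjusted p 0.212), and Bmp6 was 1.48 higher (adjusted p 0.00114). The largest changes included a rise of Hba-a2 (4.07) and falls of Mup17 (-8.15) and Mup7 (-7.97).

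The panel mice moved from chow to the 2% diet, so 2% iron was also compared with chow. There 3087 genes were called, 1607 higher and 1480 lower. The iron list gave 18 genes over all genes and 21 adjusted over the list alone. Hamp was 2.34 higher on the log2 scale (adjusted p 2.54e-04). Ffar4 had 0 counts in all chow mice and was at least 17.9-fold higher on 2% iron, and Cyp2b9 rose by 8.44. Mup7 changed by -9.42 and Mup14 by -7.61. Across genes, which are not independent replicates, log2 changes against 50 ppm and against chow correlated at 0.814, where simulated unchanged groups sharing the 2% mice gave 0.491. In both contrasts 1691 genes were called, all in the same direction, and at most 1 gene in any of the 20 simulations.

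Chow and the 50 ppm diet differ in more than iron, and 53 genes were called between them, 36 higher on chow and 17 lower. DESeq2 called 139. Without replicate 3 of the 50 ppm group the count was 4, and without replicate 1 of that group it was 62. No iron gene was called over all genes, 3 were called adjusted over the list alone (Atoh8 at -0.60, Tfrc at 1.12 and Aco1 at 0.32), and 6 had an unadjusted p under 0.05. The largest rises on chow were Cyp2b10 at 6.21 (adjusted p 0.0383) and Gsta2 at 3.18 (adjusted p 0.0144). Lepr changed by -3.56 (adjusted p 0.0213) and Apoa4 by -3.23 (adjusted p 9.83e-04).

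The 2 diets with 2% iron differ in the fibre source, and 11 genes were called between them, 1 higher with cellulose and 10 lower. Without replicate 2 of the cellulose group 0 were called, and without replicate 3 of that group 212 were. DESeq2 called 222. Iron genes called over all genes and over the list alone both numbered 0, and 7 had an unadjusted p under 0.05. Ddah1 was higher by 1.59 with cellulose (adjusted p 0.00708), Hsd3b5 changed by -5.53 (adjusted p 0.0140) and Mup19 by -3.69 (adjusted p 0.00708). The labels give no batch, so the handling of the cellulose mice cannot be told apart from their fibre source.

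Of the 48 set tests, 22 were called by camera, 14 of these also by fry and none with an estimated inter-gene correlation, where the smallest adjusted p was 0.227. In 2% iron against 50 ppm, the BMP/SMAD targets were higher in 10 of 10 genes with a median log2 change of 1.64 (camera adjusted p 1.91e-07). The macrophage genes were higher in 16 of 16 with a median of 1.45 (camera adjusted p 3.20e-11), and the NRF2 targets in 16 of 20 with a median of 0.64 (camera adjusted p 1.37e-04). Proliferation genes were higher in 9 of 10 with a median of 1.18 (camera adjusted p 0.00535), and of 0.38 on log2(TPM + 1). Cholesterol genes were lower in 21 of 23 with a median of -0.40 (camera adjusted p 8.59e-04), a call that fry did not make and that was lost without replicate 1 of the 2% group (adjusted p 0.345, range 2.09e-07 to 0.345 over the 15 fits that each left out one replicate). Fibrosis genes were not called there with all mice (adjusted p 0.110). They were called in 5 of the same 15 fits, without 2% replicate 2 (0.00475), 500 ppm replicate 1 (0.0447) or 2 (0.0461), or 50 ppm replicate 2 (0.0440) or 3 (0.0243), with a range of 0.00475 to 0.298. Fibrosis genes were higher in 2% iron against chow, with a median of 1.03 (camera adjusted p 6.30e-06), and lower in chow against 50 ppm in 16 of 16 genes, with a median of -0.55 (camera adjusted p 3.08e-09). With all mice, the acute phase and circadian lists were called in none of the 6 contrasts, with adjusted p-values of 0.123 and 0.236 in 2% iron against 50 ppm. Without replicate 2 of the 500 ppm group the acute phase list was called higher in 2% iron against 50 ppm (0.0405), 500 ppm (0.00667) and chow (0.0303). It was also called in 2% iron against chow without 2% replicate 3 (0.0460) and in 500 ppm against 50 ppm without 500 ppm replicate 3 (5.08e-04). Over the 15 fits its adjusted p ranged from 0.0405 to 0.269 against 50 ppm, from 0.00667 to 0.968 against 500 ppm, from 0.0303 to 0.191 against chow, and from 5.08e-04 to 0.991 in 500 ppm against 50 ppm. Camera also called BMP/SMAD, NRF2, macrophage and proliferation genes higher in 2% iron against 500 ppm, BMP/SMAD and macrophage genes higher in 2% iron against chow, and NRF2 targets higher in chow against 50 ppm and in cellulose against 2% iron. The other camera calls that fry did not make were BMP/SMAD and NRF2 targets in 500 ppm against 50 ppm, fibrosis and cholesterol in 2% iron against 500 ppm, cholesterol and proliferation in 2% iron against chow, and cholesterol in chow against 50 ppm.

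In the panel, Hamp ranged from 237 CPM in DBA/2J to 1358 CPM in BXD22, with a median of 860.2 CPM over 114 strains. It was 820.3 CPM in C57BL/6J. Single strains carry no replicate error except 129X1/SvJ. Of the 20 partner genes, 18 had relations with Hamp tested over all strains, and 7 had an adjusted p under 0.05 for r. These were Atoh8 (r 0.444, rho 0.285), Smad7 (r 0.417, rho 0.305), Id1 (r 0.373, rho 0.227), Tmprss6 (r 0.351, rho 0.190), Smad6 (r 0.270, rho 0.285), Tfr2 (r 0.232, rho 0.202) and Lcn2 (r -0.265, rho -0.224). The permutation p-values of r were 2.0e-05, 2.0e-05, 1.2e-04, 4.9e-04, 0.00401, 0.0129 and 0.00433 in the same order. Adjusted, they were 1.8e-04, 1.8e-04, 7.20e-04, 0.00221, 0.0130, 0.0331 and 0.0130. For rho, the adjusted p was under 0.05 for Smad6, Smad7 and Atoh8 alone, at 0.0141 each. Without NZB/BlNJ and DBA/2J, the 2 strains farthest from the median of Hamp, r was 0.299, 0.312, 0.243, 0.295, 0.277, 0.199 and -0.236, and Tfr2 was no longer called. The call of Tfr2 was also lost with both strains kept, under log2(TPM + 1) (r 0.161) and with substrains averaged (r 0.217). Bmp6 had an r of 0.0241 (adjusted permutation p 0.913).

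Recomputed within families, no relation was called over the 56 BXD strains or the 20 AXB/BXA strains. Among the BXD strains 1 relation, Smad6, had an unadjusted permutation p under 0.05 (0.0101, adjusted 0.181). Among the AXB/BXA strains 4 did, Smad7, Tfr2, Col1a1 and Cd68, the smallest being 0.0405 for Smad7 (adjusted 0.219). Over the 31 other inbred strains, 5 relations were called for r: Atoh8 (r 0.622, rho 0.420), Smad7 (r 0.548, rho 0.531), Id1 (r 0.494, rho 0.299), Tmprss6 (r 0.491, rho 0.461) and Lcn2 (r -0.434, rho -0.449). For rho, Smad7 and Cd68 alone had an adjusted p under 0.05. NZB/BlNJ and DBA/2J are both in this family. Without them, a fit chosen after seeing the data, r was 0.379, 0.408, 0.259, 0.454 and -0.455 in the same order. None of the 5 was called, at adjusted p-values of at least 0.0931, and 1 other relation was, that of Cd68 (r -0.608, adjusted p 0.0090). A test of the difference in r between the BXD and the other inbred strains gave no adjusted p under 0.05, the smallest being 0.191 for Cd68 (unadjusted permutation p 0.0106). Hamp2 and Ftl1 fell into separate clusters of strains and got no pooled r. The 88 strains with low Hamp2 had an r of 0.367 with Hamp (rho 0.387, permutation p 5.9e-04), and the 26 with high Hamp2 an r of 0.704 (rho 0.674, permutation p 6.0e-05). Over the 56 BXD strains together, Hamp CPM instead fell as Hamp2 CPM rose, with a slope of -0.117 (bootstrap interval -0.153 to -0.0858). The relations of Hamp with its partners over the BXD strains were not recomputed within the Hamp2 clusters. The lack of calls over the BXD strains therefore does not show that Hamp and its partners were unrelated there. The 110 strains with high Ftl1 had an r of 0.191 (rho 0.195, permutation p 0.0455).

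**Figure D3:**
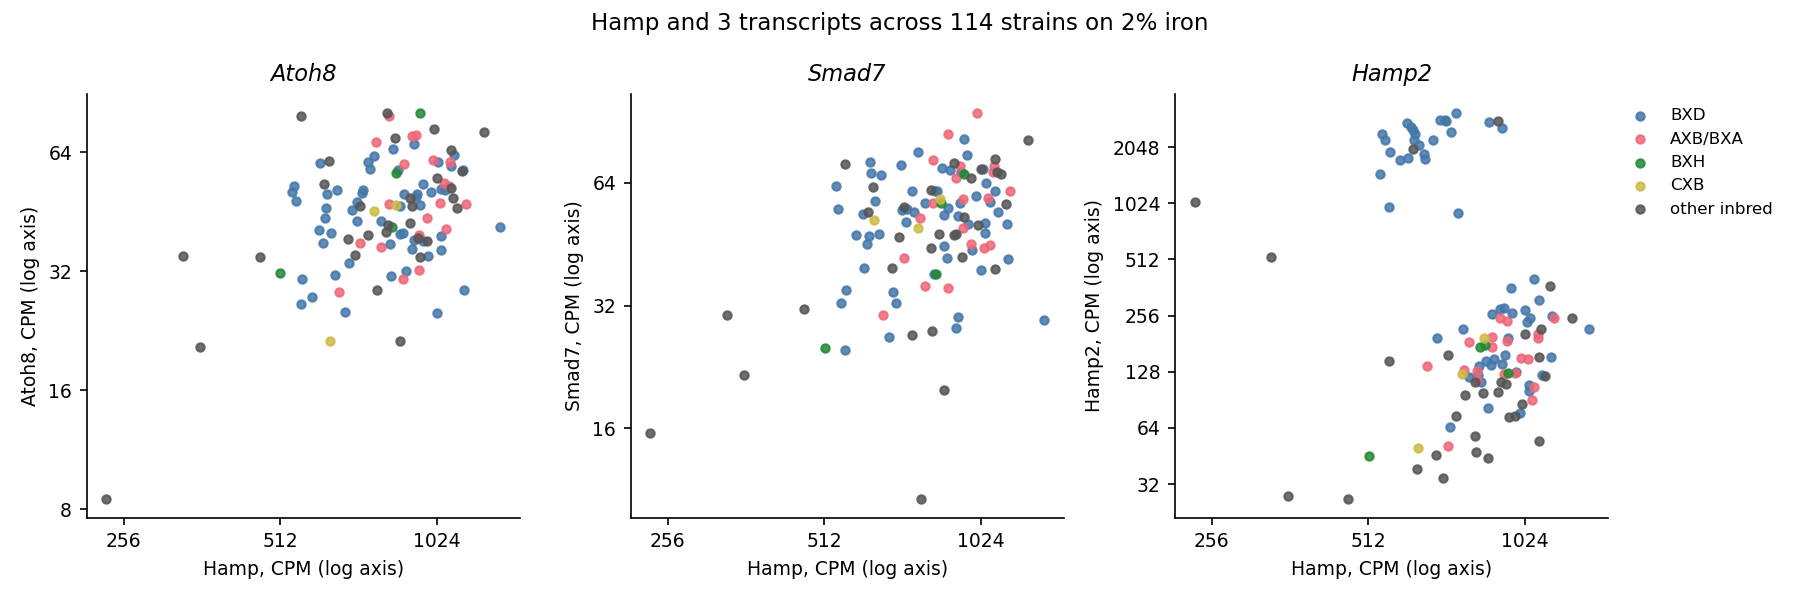
CPM of Atoh8, Smad7 and Hamp2 against CPM of Hamp, all on log axes, in 114 strains on 2% iron; each point is 1 strain, coloured by family. Over all strains r was 0.444 for Atoh8 and 0.417 for Smad7, while Hamp2 lay in 2 clusters, of 88 and 26 strains.

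The BXD and AXB/BXA families share the parent C57BL/6J and differ in the other parent. Of 13794 genes tested, 1606 were called, 913 of them higher in BXD and the rest lower, and 206 differed by more than 2-fold. The alternative that moved the count most was limma on log2(TPM + 1), with 910 genes. The largest changes were Sult3a2 (6.13), Tpm3-rs7 (6.05) and Ctse (5.69) among the rises and Bglap3 (-4.21), Olfr1388 (-3.06) and Asic5 (-2.53) among the falls. Part of the BXD strains carried the difference of Sult3a2, whose median was 0.0754 CPM in BXD and 0.0811 CPM in AXB/BXA, with a mean of 10.5 CPM in BXD. The medians in BXD and AXB/BXA were 0.947 and 0.268 CPM for Tpm3-rs7 and 1.15 and 0.296 CPM for Ctse. In the 1 mouse of DBA/2J, Tpm3-rs7 had 41.6 CPM and Ctse 45.2 CPM. Sult3a2 had 0 CPM in DBA/2J, 0.174 CPM in C57BL/6J and 0.0880 CPM in A/J. Its high values in BXD were therefore not seen in the single mouse of either parent. Of the iron genes, 4 were called, over all genes and adjusted over the list alone: Hamp2 at 2.74, Lcn2 at 1.55 (adjusted p 0.0335), Hjv at 0.20 (adjusted p 0.0417) and Slc39a8 at -0.32. Hamp differed by -0.16 (SE 0.08, adjusted p 0.187).

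The SD of log2 CPM between strains exceeded the SD between mice of one diet group in 95.6% of 11542 genes (Wilson 95% interval 95.2% to 95.9%), with a median ratio of 1.71. Between BXD strains alone the share was 91.7%. For Hamp (ratio 0.928), Id1 (0.540) and Smad7 (0.938) the SD between strains was below the SD within diet groups. That within-group SD was taken over the groups of all diets, while all strains ate the 2% diet. For Hamp, the SD of CPM given above was small against the mean in the groups on 2% iron and larger against it in the other groups. These ratios therefore do not show that the genes varied less between strains than between mice on 2% iron. The 2 mice of 129X1/SvJ were the closest of 6555 pairs of panel libraries. Among substrains, the distance of AXB19 and AXB19b ranked within the closest 0.0305% of pairs, that of AXB19 and AXB19a within 1.25%, that of AXB19a and AXB19b within 1.63% and that of BXD48 and BXD48a within 26.6%.

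In 5 libraries of 4 strains Ftl1 was far below the others, at 32.1 CPM in SJL/J, 56.3 and 48.6 CPM in 129X1/SvJ and 53.5 CPM in both NZW/LacJ and I/LnJ. The other 110 libraries lay between 2736 and 6251 CPM. Ftl1 lies on chromosome 7 at 45457944 to 45459884 and its pseudogene Ftl1-ps1 on chromosome 13 at 74399694 to 74407346. Ftl1-ps1 had between 2769 and 4077 CPM in the same 5 libraries and at most 60.9 CPM in the others.

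**Figure D4:**
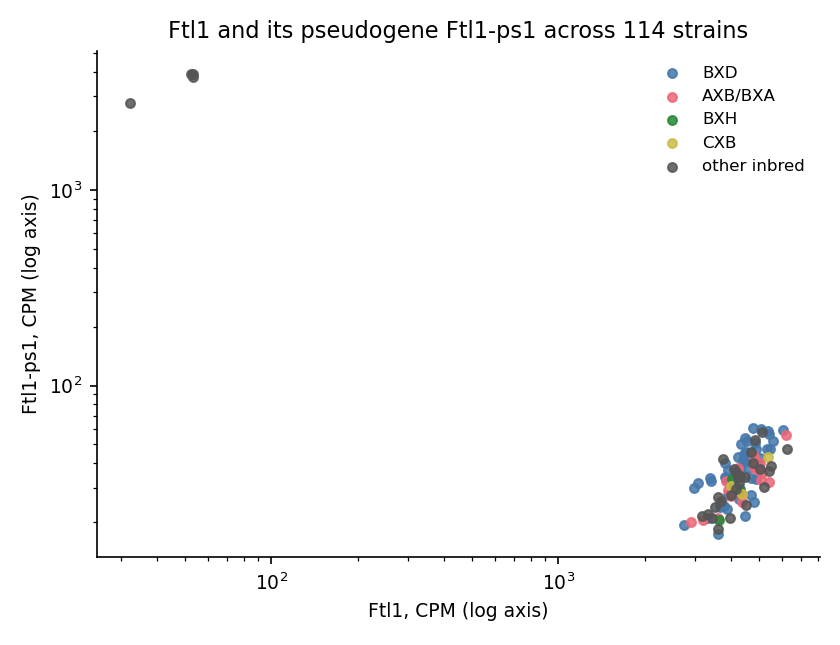
CPM of Ftl1-ps1 against CPM of Ftl1, both on log axes, in 114 strains on 2% iron, coloured by family; each point is 1 strain. The 4 strains with low Ftl1 have high Ftl1-ps1, and all the others have Ftl1 of at least 2736 CPM.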

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

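All the tests in this part were chosen only after the values they bear on were seen. Among the 4 BXH strains, with 1 mouse each, the gap between the lowest strain and its nearest neighbour was unusually large against the range of the 4 for Smad6 and Alas1. Smad6 was lowest in BXH2, where the gap over the range was 0.862. It had 10.3 CPM there, from 174 counts, against 17.01 to 18.4 CPM in the other 3 strains. Alas1 was lowest in BXH14, with a gap over the range of 0.929. It had 58.5 CPM there, from 832 counts, against 350 to 402 CPM in the others. Of 30 genes of the iron list tested this way, 2 had such a gap, where chance gives about 1.5. So few genes decide nothing, and chance among the genes tested stays open.

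BXH2 was apart from the other BXH strains in many genes. It was at an end of the 4 in 26 of the 30 iron genes and in 73.4% of 11565 expressed genes, where chance gives 50%. It had the unusual gap in 5.92% of these genes, against 0.649% to 0.813% for the other 3 strains, and in 3.99% on log2(TPM + 1). Of 5000 random sets of 4 BXD strains, 0.08% held a strain with as large a share, which argues against a spread usual among 4 related strains. Over all 115 panel libraries the BXH2 mouse ranked 1 from the highest for S100a9 and Ngp and 2 for S100a8 and Ltf. A state of this mouse or of its strain may underlie its low Smad6, and with 1 mouse these were not separated.

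A shallow library is argued against for both strains. The BXH2 library had 15.4 M counts, the most of the 4, and the BXH14 library had 13.8 M, against 12.97 to 15.4 M in the others. The scaling of the libraries is argued against as the source of either low value. With TMM or RLE factors, no factors or TPM, the lowest of the other strains was at least 5.02-fold above BXH14 for Alas1 and at least 1.37-fold above BXH2 for Smad6, with counting noise alone leaving at least 4.66-fold and 1.12-fold. For Alas1 the gap over the range was 0.923 with RLE factors and 0.860 on log2(TPM + 1), both still unusual for 4 strains. For Smad6 it was 0.851 with RLE factors and 0.781 on log2(TPM + 1), where it was no longer unusual, so scaling stays open for the size of that gap. Over all 114 strains the BXH2 value of Smad6 ranked 12 from the lowest, and the BXH14 value of Alas1 ranked 2. An allele of the strain may also lower either transcript, and this was not tested.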

How the results depend on the processing

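The alternatives with cellulose mice, mouse number, BXD65 left out or the other inbred strains without the 2 far ones were chosen after seeing the data. The cause of a change was not tested unless one is given. No paired analysis was possible because replicate numbers were assigned in the order of the deposited samples and join no mice across diets.

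For 2% iron against 50 ppm, limma on log2(TPM + 1) called 1190 genes (806 higher) and on log2(TPM + 0.1) 1093 (757 higher), against 1155 of 2127 higher in edgeR. The cellulose mice in place of the 2% mice gave 4026 genes, 1842 of them called in both. These contrasts share the 50 ppm mice and correlated at 0.869 across genes, against 0.492 for simulated unchanged groups. The contrasts of 2% iron and of 500 ppm against 50 ppm correlated at 0.453, against 0.497 for simulated unchanged groups. Those groups held no change in either contrast, while 2127 genes were called for 2% iron. The comparison therefore cannot decide whether changes on 500 ppm resembled those on 2% iron. The count for 2% iron against 50 ppm ran from 1003 to 1640 across the 6 fits that each left out one replicate. It was 1003 without 50 ppm replicate 1, 1267 without 2% replicate 3 and 1370 without 2% replicate 1. In those fits the iron genes called ran from 12 to 17, with 12 without 50 ppm replicate 1.

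For 2% iron against 500 ppm, the fit of those groups alone called 924 genes, and limma called 895 (685 higher, 210 lower) and 789 (605 higher, 184 lower). The count ran from 788 to 2204 across the 6 fits that each left out one replicate: 788 without 500 ppm replicate 1, 2204 without 500 ppm replicate 2, 892 without 500 ppm replicate 3, 988 without 2% replicate 1 and 852 without 2% replicate 3. For 2% iron against chow, limma called 1921 (1384 higher, 537 lower) and 1928 (1435 higher, 493 lower), and the count ran from 2151 to 2627 across the 6 fits that each left out one replicate. There log2(TPM + 1) moved the median of all genes by 0.10.

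For 500 ppm against 50 ppm, limma on log2(TPM + 0.1) called 1 gene, and all 6 fits that each left out one replicate called 0, with up to 672 genes at an unadjusted p under 0.05. For chow against 50 ppm, the fit of those groups alone called 26, DESeq2 139, and limma 14 and 19. The count ran from 4 to 62 across the 6 fits that each left out one replicate: 4 without 50 ppm replicate 3, 6 without 50 ppm replicate 2, 62 without 50 ppm replicate 1, 15 without chow replicate 1 and 7 without chow replicate 2. For cellulose against 2% iron, no filter gave 51 genes, at least 10 counts in every library 26, the fit of those groups alone 23 and DESeq2 222. The count ran from 0 to 212 across the 6 fits that each left out one replicate: 0 without cellulose replicate 2, with 1227 at an unadjusted p under 0.05, then 212 without cellulose replicate 3, 4 without cellulose replicate 1 and 6 without 2% replicate 2.

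Sets called numbered 14 with fry, 0 with an estimated correlation, and from 20 to 28 across the 15 fits that each left out one replicate, which kept from 19 to 22 of the 22 calls. For BXD against AXB/BXA, limma called 910 (344 lower) and 911 (329 lower). Mouse number as a covariate gave 1411 genes and BXD65 left out 1593.

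Of 41 named genes in 2% iron against 50 ppm, 38 kept direction and call wherever RLE factors, DESeq2 and limma gave an adjusted p. Cyp2a4, counted among the 38, had no adjusted p in DESeq2, so its call was not tested there. Aco1, Slc39a14 and Tmprss6 lost their call under limma on TPM. When one replicate was left out, 8 genes lost their call in at least 1 fit, and Tfrc gained one without 50 ppm replicate 3, at an adjusted p of 0.0429 (range over its alternatives 0.0429 to 0.355). Direction changed for 4 genes that were not called: Alas1 to -0.047 without 2% replicate 3, Gdf15 to 0.15 without 2% replicate 3 and 0.034 without 50 ppm replicate 3, and Hp to -0.12 without 2% replicate 1. Heph changed to -0.07 without 2% replicate 1, -0.12 without 2% replicate 3, -0.0023 without 50 ppm replicate 2 and -0.25 without 50 ppm replicate 3. Across the 6 fits that each left out one replicate, values ran from -0.047 to 0.40 for Alas1, from -0.67 to 0.15 for Gdf15, from -0.25 to 0.33 for Heph and from -0.12 to 0.23 for Hp.

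Of 18 relations with Hamp, 10 kept direction and call under all 8 alternatives. The call of Tfr2 was lost under TPM (r 0.161), without the 2 far strains (0.199) and with substrains averaged (0.217), and that of Lcn2 under TPM (-0.207). Over the other inbred strains alone, leaving out the 2 far ones took the calls from 5 to 1, and none was shared. Direction changed for 6 relations that were not called. Under TPM these were Bmp2 (0.0788), Slc40a1 (0.0849), Col1a1 (0.0153) and Cd68 (0.0188). Centred within families they were Bmp6 (-0.00673), Nqo1 (-0.00134) and Col1a1 (0.00798), and with substrains averaged Col1a1 (0.00139).

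The share of genes more variable between strains was 94.1% under TPM and 97.8% for genes with mean log2 CPM above 4. By Spearman distance, the ranks of AXB19 and AXB19a, AXB19 and AXB19b, AXB19a and AXB19b, and BXD48 and BXD48a were within the closest 2.53%, 0.0458%, 5.86% and 30.7% of pairs. On the 1000 genes with the largest SD they were 0.244%, 0.0305%, 0.107% and 5.57%, and the 129X1/SvJ pair was closest in all 3 settings.

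At 3 mice per group, simulated changes of 1 log2 unit were recovered in 78% of genes, all chosen above a limit on mean counts. A low count rules out neither smaller changes nor larger ones in variable genes. In 500 ppm against 50 ppm, Cyp2a4 differed by 7.07 and Cyp2b9 by 5.04 on the log2 scale without being called. Both differences were carried by replicate 2 of the 500 ppm group.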

Other observations

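All the tests in this part were chosen, or their reading fixed, only after the results they bear on were seen.

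Other splits of the same libraries were counted for each comparison. With 3 mice against 3 there are 10 splits, so the share is never under 0.1. In 2% iron against 50 ppm, 2% iron against 500 ppm, 2% iron against chow, chow against 50 ppm and cellulose against 2% iron, 1 of the 10 splits gave as many called genes, the real split itself. For cellulose against 2% iron another split gave 9 genes, beside 11 in the real one. For 500 ppm against 50 ppm, where 0 genes were called and 428 had an unadjusted p under 0.05, 10 of the 10 splits gave as many, which any split must do against a count of 0, so this decides nothing. For BXD against AXB/BXA, 1 of 40 splits gave as many as 1606 genes, and the next largest gave 19, which argues against an arbitrary division of the strains.

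In the library labelled BXD65, the 4 Y-linked genes summed to 3.90 CPM (Wilson 95% interval 2.92 to 5.22 CPM), against 118 to 324 CPM in the other 114 libraries. A shallow library is argued against. It held 11.6 M counts, and the 38 panel libraries with fewer had Y-linked sums of at least 127 CPM, far above that interval. Eif2s3x had 134 CPM against at most 116 CPM in the others. The mean log2 CPM of the 4 genes that escape X inactivation was 6.56, against at most 6.55. The mean log2 CPM of the female-biased genes was 7.10, above all other libraries, which reached 6.85. This is consistent with a female mouse or a mislabelled sample, and those cannot be separated from these data. The few Y-linked counts stay unexplained.

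The low Ftl1 in 4 strains may reflect reads assigned to pseudogene copies. Ftl1, Ftl1-ps1, Ftl2-ps and Ftl1-ps2 together summed to at least 3320 CPM in the 5 libraries, within the range of 2756 to 6299 CPM of the other 110. A lower total of ferritin light chain transcripts is argued against, since the median sum was 4513 CPM against 4365 CPM in the others. A stretch of chromosome 7 shared by the 4 strains stays open. Of 106 genes within 1 Mb, 1 (Tead2) separated the same libraries, or 0.943%, against 5 of 27281 genes elsewhere (Fisher's exact p 0.0230). Among the 57 nearby genes with a mean log2 CPM above 1 it was 0, so 1 gene near the floor decides the difference.

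Hamp2 lay in separate clusters of strains, and 23 of the 26 strains with high Hamp2 were BXD. Reads moved from Hamp to its neighbour would give a slope of -1 of Hamp CPM on Hamp2 CPM. Over the 56 BXD strains the slope was -0.117 (bootstrap 95% interval -0.153 to -0.0858), which argues against moved reads as the whole source. The parents lay on opposite sides for Hamp2, with a log2 CPM of 6.82 in C57BL/6J and 10.02 in DBA/2J, as alleles of the parents need. For a single gene chance does so in 47.8% of cases, so for Hamp2 alone these alleles stay open.

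Replicate 2 of the 500 ppm group lay between the 50 ppm and the 2% mice. On a scale of the 2127 genes called in 2% iron against 50 ppm, with 0 at the mean of the 50 ppm mice and 1 at that of the 2% mice, it lay at 0.372 and its group mates at -0.03 and -0.02. Depth is argued against, since thinning the library from 20.4 to 10.4 M counts left it at 0.372. RNA of a 2% iron mouse mixed in is argued against by the female-biased genes. Their mean log2 CPM was 4.27 in this library, above the 2% mice at up to 3.44 and the cellulose mice at up to 4.00. RNA of a female mouse mixed in stays open, because the Y-linked genes summed to 174 CPM, near the 175 to 182 CPM of the 50 ppm mice, and a small share would not show. A mouse that differed in its own state could also give the pattern, which was not tested.

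In 2% iron against 50 ppm, all 14 tested male-biased genes were lower, with a median log2 change of -2.87 under TMM, -2.88 under RLE and -2.17 under log2(TPM + 1). Of 15 tested female-biased genes 12 were higher, with a median of 2.71 under TMM and 1.14 under log2(TPM + 1). Camera called this list (adjusted p 0.00874) and fry did not (adjusted p 0.0603). In 2% iron against 500 ppm the median of the female-biased genes was -0.41 under TMM and 0.40 under log2(TPM + 1). In 500 ppm against 50 ppm 14 of the 15 were higher, with a median of 3.01 under TMM (camera adjusted p 9.00e-05, fry adjusted p 0.228). Both comparisons lean on 500 ppm replicate 2, where the mean log2 CPM of these genes was 4.27. It was 1.04 and 0.125 in its group mates, and 2.56 to 3.44 in the 2% mice. Mislabelled or female mice are argued against in the 2% group, whose Y-linked sums were at least 162.6 CPM. The Mup genes took 2.32% to 5.35% of counts on 50 ppm and 0.263% to 0.448% on 2% iron. With cellulose at the same 2% iron, all 14 male-biased genes were lower still, by a median of -2.23 (camera adjusted p 1.09e-20, fry adjusted p 1.88e-04). The Mup genes took 0.0403% to 0.112% there. Of the female-biased genes 11 were higher and 4 lower, with a median of 0.80. Camera called them (adjusted p 0.0224) and fry did not (adjusted p 0.355). The amount of iron in the diet does not differ there, so it cannot account for the further fall of the male-biased genes. Iron taken up was not tested, and the handling of the cellulose mice cannot be told apart from their fibre source. The further fall therefore does not decide what caused the fall in 2% iron against 50 ppm. An effect of the diets on the sex-biased programme of the liver may underlie the pattern, as a hypothesis from the same data. Other differences between the groups stay open.

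Across the panel strains without BXD65, the mean log2 CPM of 13 female-biased genes fell as that of 11 male-biased genes rose (r -0.693, rho -0.659, permutation p 1e-05, the smallest possible). Without the 2 farthest strains r was -0.652. Within families r was -0.807 in BXD, -0.789 in AXB/BXA and -0.576 in the other inbred strains. With 2 strains left out in each family, it was -0.772, -0.575 and -0.479 in the same order. In all, 12 relations were computed, and these 4 of female-biased with male-biased genes had adjusted p-values of at most 0.0024. The female-biased genes also rose with Hamp (r 0.286, rho 0.266, permutation p 0.00217, adjusted 0.00521), and not detectably with Bmp6, Hmox1 or Gdf15. Mice of the other sex in the panel would give a negative relation of the female-biased genes with the Y-linked genes. It was positive, with an r of 0.229 (permutation p 0.0145, adjusted 0.0248). Within families r was 0.108 in BXD, 0.0286 in AXB/BXA and 0.462 in the other inbred strains. The relation cannot decide the question, because BXD65 was left out and every other library had a Y-linked sum of at least 118 CPM. Those sums themselves argue against female mice among these libraries.

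Among the BXD strains, 51 of 11565 genes fell into widely separate clusters, by limits chosen after looking at the values. The parents C57BL/6J and DBA/2J lay on opposite sides for 96.1% of them, where chance gives 47.8%, which is consistent with alleles of the 2 parents. Loss of reads with DBA/2J variants against a C57BL/6J reference would place C57BL/6J on the higher side. C57BL/6J was higher for 26.5% (Wilson 95% interval 16.2% to 40.3%), which argues against loss as the main source over all these genes. The interval treats the genes as independent and is too narrow. The 22 pairs of these genes within 5 Mb had a median absolute r of 1, against 0.0961 for other pairs. Among the 31 that are not pseudogenes C57BL/6J was higher for 12, and loss as the source of part of these stays open. Of the 18 pseudogenes with the parents on opposite sides, 1 was higher in C57BL/6J and 17 in DBA/2J, consistent with reads with DBA/2J variants assigned to pseudogene copies.

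The macrophage genes were higher in the 2% mice, and 16 of the 17 on the list passed the filter in this tissue. A lower share of hepatocytes would raise other non-hepatocyte genes alike. Against the mean of the 50 ppm mice, the fibrosis genes rose by at most 0.475 in a 2% mouse. The macrophage genes rose by at least 1.4966 in every 2% mouse, which argues against a lower share of hepatocytes as the whole source in this comparison. The gap between the lists depends on the control diet. Against chow the median log2 changes were 1.03 for fibrosis and 1.63 for macrophage genes, and against 500 ppm 0.34 and 1.63. Other lists rose too: the summed CPM of 10 lymphocyte genes was 2.18-fold and that of 8 erythroid genes 4.56-fold higher on 2% iron than on 50 ppm, while that of the 12 pancreas genes was 0.717-fold. A lower share of hepatocytes as part of the change, more macrophages, or a change within them stay open and were not tested.

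The 12 genes of the exocrine pancreas summed to 107 CPM in BALB/cJ, with a median of 7.05 CPM over the panel.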
